A study of Arabidopsis thaliana with 16 samples. Its data were reported in "Arabidopsis HEAT SHOCK TRANSCRIPTION FACTORA1b regulates multiple developmental genes under benign and stress conditions" (2018).

How the data were processed

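Binding of the transcription factor HSFA1b to Arabidopsis chromatin was measured by ChIP-seq (chromatin immunoprecipitation followed by sequencing) in 16 samples, which fall into 8 groups of 2. The groups cross 2 constructs, 2 treatments and immunoprecipitations from transgenic plants or from their control plants. In NP:HSFA1b plants a tagged genomic copy of the gene is driven by its native promoter, and in 35S:HSFA1b plants a tagged copy is driven by the strong viral 35S promoter. The tags were fluorescent proteins, and the antibodies were raised against GFP for NP:HSFA1b and against RFP for 35S:HSFA1b. Non-stress (NS) plants were kept at 23 °C and 60% relative humidity, and heat-stressed (HS) plants were moved to 37 °C and 86% relative humidity for 30 min. All plants were 5 weeks old. Samples were assigned to groups from their labels alone.

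The authors aligned paired-end reads to the TAIR10 genome with GSNAP, removed duplicates and called peaks with MACS2. Per the file headers, MACS2 version 2.0.10.20131028 was run in paired-end mode with a q-value limit of 0.05 and an effective genome size of 134634692 bp. Each of the 4 deposited lists came from 2 treatment libraries that the caller pooled, set against 2 pooled control libraries for NP NS, NP HS and 35S HS and 4 for 35S NS. Of the 4 control libraries of 35S NS, 2 were also the controls of 35S HS. Pooling leaves 1 value per peak and condition, so that no error between replicates can be given and no test across samples was made. Fisher and permutation p-values below compare intervals or sequence windows of the lists and do not measure variation between plants. The exact binomial (Clopper-Pearson) intervals, at 95%, cover counting error only, as do the order-statistic intervals of medians. Where a count was 0, the largest share it allows was taken as 3 counts of the total.

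Per the file headers, each deposited peak carries its pileup at the summit (coverage by fragments), its fold enrichment over the local background (a ratio, at the summit) and the −log10 of its p-value and q-value. These values are the authors' own, and they were used to describe, rank or filter peaks within a list, to give the change from NS to HS at shared peaks without a test, and to match Group I with Group III peaks. The same peaks were deposited in a second format, and the intervals and the values matched in all 4 lists with a largest difference of 0. The pileups of 3 lists were whole numbers. Those of the 35S HS list were multiples of 0.721, the factor by which the caller had scaled that treatment pool down, and this factor was divided out where pileups were compared relative to the number of fragments. The background at each summit was recovered from the pileup and the fold enrichment, each with a pseudocount of 1 as in the caller.

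Depth was read from the headers. After removal of redundant fragments the caller kept 6783161 treatment fragments for NP NS, 2438702 for NP HS, 19579327 for 35S NS and 13481546 for 35S HS. The control pools held 1686242, 1139036, 12760222 and 4863174 fragments in the same order. The redundant fragments removed made up 31.0%, 37.0%, 35.0% and 46.0% of the treatment pools and 44.0%, 48.0%, 61.0% and 64.0% of the control pools.

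Coordinates are those of the authors' files, written from 1, on TAIR10. The reference used here was a RefSeq copy of the same assembly. Its chromosomes 1 to 5 are 30427671, 19698289, 23459830, 18585056 and 26975502 bp long, and 0 peaks ran past a chromosome end. It gave 37899 genes on these chromosomes, of which 27444 were protein-coding, and its organelle sequences were not used. The pericentromere of each chromosome was taken as the stretch around the centromere in which windows of 500 kb, moved in steps of 100 kb, held less than 50% of the median number of protein-coding genes per window, which was 130. It spanned 16.7 Mb in all.

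The main set of a list held the peaks on chromosomes 1 to 5 with q at most 0.05 and a fold enrichment of at least 2, without summits in the pericentromere, a filter that follows the authors' thresholds. The authors also removed broad peaks over highly transcribed genes, for which no rule was stated. Such peaks were kept, and leaving out peaks wider than 1000 bp was tried as an alternative. Overlap was counted from 1 bp and set against 1000 random placements of the tested peaks on their own chromosomes outside the pericentromere, in a one-sided permutation test whose smallest possible p is 0.001. The NP peaks were divided into Group I (NS peaks that overlapped no HS peak), Group II (HS peaks that overlapped an NS peak) and Group III (HS peaks that overlapped no NS peak). The authors formed groups of these names by clustering of the signal, which was not used here. A peak was assigned to the gene with the nearest transcription start site (TSS), was called TSS-proximal within 250 bp of it, and was placed upstream, inside or downstream of that gene. Shares were compared with 2-sided Fisher exact tests, with Benjamini-Hochberg adjustment over the 4 position comparisons, the 2 comparisons of HSE shares between groups, and the 24 motif comparisons.

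Motifs were searched on both strands in the 101 bp centred on each summit and in windows of the same width 1000 bp to either side that overlapped no peak of the list. The heat shock element (HSE) was 3 alternating repeats without a mismatch (GAANNTTCNNGAA or TTCNNGAANNTTC). The other motifs were the G-box (CACGTG), the CArG box (CCWWWWWWGG), a LEAFY site (CCANTGK), the unfolded protein response element UPRE (TGACGTGR) and the stress response element STRE (AGGGG).

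The filters, tests, motifs and alternatives were fixed before the data were examined. So was the rule for genes named in the text, which takes the 5 peaks of highest fold enrichment in each of Groups I, II and III and 17 loci chosen from the study. A locus counted as bound where a peak lay within the gene or 1 kb of it. The alternatives were no fold enrichment limit, a limit of 3, q at most 0.001, the pericentromere kept, wide peaks left out, overlap of 50% of both intervals, summits within 100 bp, overlap counted by genes, the 500 strongest peaks, and placements that keep the distance to the TSS. For positions and motifs they were protein-coding genes alone, groups formed against the unfiltered other list, a TSS window of 500 bp, a motif window of 100 bp each side, an HSE with 1 mismatch or with 2 repeats, and windows matched on the distance to the TSS. A shift of 20 to 200 kb from each peak's own place and overlap without wide peaks were added after the data were seen.

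Functions were checked on simulated data first. All 200 overlaps planted among 876 peaks were recovered under each of the 3 definitions of overlap, 1 of 40 pairs of unrelated lists gave a p of at most 0.05, the nearest TSS matched a full search for 500 of 500 positions, and 100 of 100 HSEs planted in 1000 windows were found. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Coverage tracks and reads were not used here, so that chance overlap from the shared control libraries of the 35S lists could not be simulated.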

Results

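ChIP-seq lists of HSFA1b-bound regions were compared between non-stress (NS) and heat stress (HS) conditions in plants that express the protein from its native promoter (NP:HSFA1b) or from the 35S promoter (35S:HSFA1b). The comparison of NS with HS asks where HSFA1b binds in unstressed plants and how binding changes after 30 min at 37 °C. The comparison of NP with 35S asks whether regions bound at native levels are also found when the protein is overexpressed. Each list was called from a pool of 2 libraries, so that no value below has a replicate error.

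The deposited NP lists held 972 peaks under NS and 1259 under HS, and the deposited 35S lists held 19640 and 13262. Of the NP NS peaks, 17 lay on the mitochondrial genome and were not used in the comparisons. Peaks with a fold enrichment below 2 made up 6.49% of the NP NS peaks on the chromosomes, 3.18% for NP HS, 82.1% for 35S NS and 89.4% for 35S HS. The main sets then held 876 NP NS, 1181 NP HS, 3444 35S NS and 1342 35S HS peaks. The number of NP peaks was 1.35 times higher under HS than under NS (log2 ratio 0.43), while the HS treatment pool held 0.360 times as many fragments. In 35S:HSFA1b the number fell to 0.39 times the NS number (log2 ratio −1.36), with 0.689 times the fragments. The 35S numbers depended most on the fold enrichment limit, and without it the 35S HS list held 12349 peaks in place of 1342.

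Median fold enrichment in the main sets was 2.95 for NP NS, 4.56 for NP HS, 2.29 for 35S NS and 2.19 for 35S HS. The highest values were 9.65, 28.6, 4.63 and 4.23 in the same order. Median peak width was 350.5 bp for NP NS and 299 bp for NP HS, against 1598.5 bp for 35S NS and 3139 bp for 35S HS. All deposited peaks together covered 0.408% and 0.421% of the chromosomes in the NP NS and NP HS lists. They covered 43.5% in 35S NS and 35.9% in 35S HS, where single peaks were up to 5098380 bp wide in 35S NS. The 35S NS peaks covered 69.7% of chromosome 1 and 6.79% of chromosome 4, and the 35S HS peaks covered 59.5% and 0.923%. In the chromosome arms, bins of 1 Mb were ranked by the product of their distances to the 2 ends of the chromosome. The mean covered share rose from 7.97% in the 33 bins with the lowest product to 87.9% in the 33 bins with the highest for 35S NS, and from 1.57% to 82.0% for 35S HS. No such rise was seen for NP NS (0.441% to 0.421%) or NP HS (0.532% to 0.374%).

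**Figure D1:**
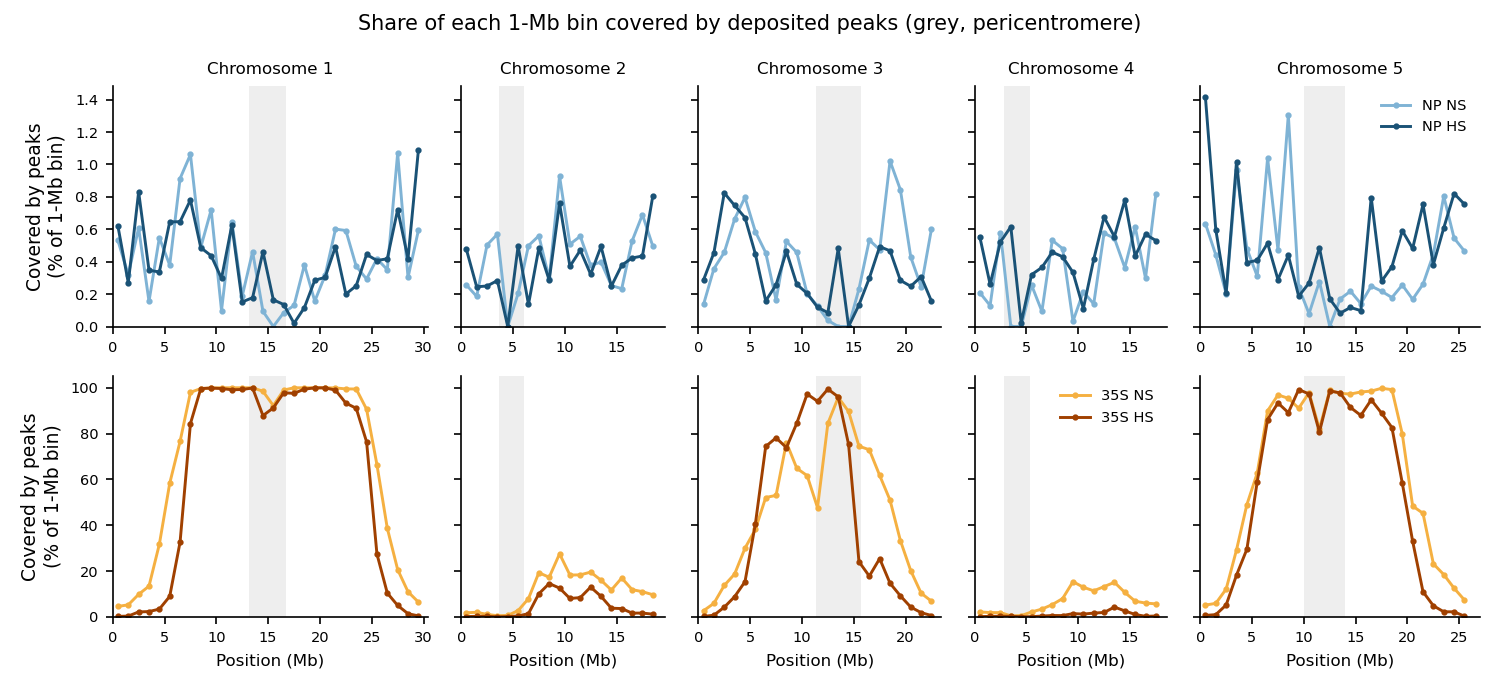
Share of each 1-Mb bin covered by deposited peaks (y axis, percent) along chromosomes 1 to 5 (x axis, Mb) for NP NS and NP HS (top) and 35S NS and 35S HS (bottom), with the pericentromere in grey. The 2 rows have different scales, and the 35S lists cover nearly all of the middle of chromosomes 1 and 5 but little of chromosomes 2 and 4.

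Of the 876 NP NS peaks, 368 were also called under HS, a share of 42.0% (95% interval 38.7% to 45.4%) against a mean of 0.995% for random placements (permutation p = 0.001, one-sided). Seen from the HS side, 376 of the 1181 NP HS peaks (31.8%, 29.2% to 34.6%) overlapped an NS peak, against 0.748% at random (permutation p = 0.001). This p is the smallest that the 1000 placements can give, and it was reached in all 6 overlap comparisons. The alternative that moved the NS share most was a fold enrichment of at least 3 in both lists, which gave 57.9%.

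Of the NP NS peaks, 554 (63.2%, 60.0% to 66.4%) overlapped a 35S NS peak, and of the NP HS peaks, 344 (29.1%, 26.5% to 31.8%) overlapped a 35S HS peak. Because the 35S peaks are wide, random placements overlapped them in 26.3% and 15.9% of cases. With summits required to lie within 100 bp, the shares were 21.7% for NS, against 0.695% at random, and 11.3% for HS, against 0.263%. Within 35S:HSFA1b, 1127 of the 1342 HS peaks (84.0%, 81.9% to 85.9%) overlapped an NS peak, against 43.8% at random, and 937 of the 3444 NS peaks (27.2%, 25.7% to 28.7%) overlapped an HS peak, against 19.4%. With overlap of 50% of both intervals the share of the HS peaks was 27.6%. Random shifts of 20 to 200 kb, a placement added after the data were seen, raised the chance share of the 35S HS peaks to 53.2% and lowered that of the 35S NS peaks to 15.3%. The 35S NS and 35S HS lists share 2 control libraries.

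**Figure D2:**
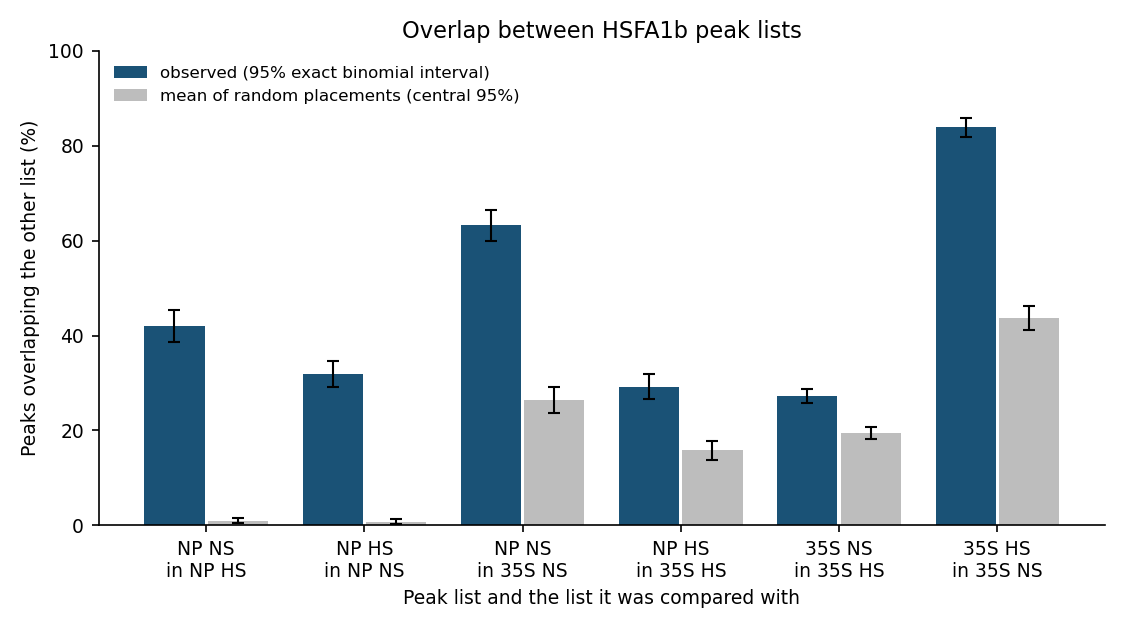
Share of the peaks of a list that overlap another list by at least 1 bp (y axis, percent) for the 6 comparisons (x axis), with exact binomial 95% intervals, beside the mean and central 95% range of 1000 random placements. Each observed share lies above its random range, by the widest ratio for NP HS peaks in NP NS (31.8% against 0.748%).

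At the 376 NP HS peaks shared with NS, fold enrichment was higher under HS, with a median log2 change of 0.64 (95% interval 0.56 to 0.74, quartiles 0.22 and 1.10), and 87.0% of the peaks had a change above 0. At the 1127 shared 35S HS peaks the median change was −0.32 (−0.34 to −0.31), and 11.0% lay above 0. No test was made on these medians, since each peak has 1 value per condition. The alternative that moved the NP change most was the summit pileup divided by the number of fragments in the pool, under which it was 0.29.

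The NP peaks formed 508 Group I (NS alone), 376 Group II (NS and HS) and 805 Group III (HS alone) peaks. Their nearest TSSs belonged to 1534 genes in all, of which 1298 were protein-coding. Group I had 477 such genes, of which 403 were protein-coding, Group II 361 and 312, and Group III 764 and 645. Median fold enrichment was 2.75 in Group I, 5.74 in Group II and 4.14 in Group III. TSS-proximal summits made up 17.5% of Group I (14.3% to 21.1%), 48.4% of Group II (43.2% to 53.6%) and 48.7% of Group III (45.2% to 52.2%). Group I differed from Group II by −30.9 points (Fisher exact test, adjusted p = 1.76e-22) and from Group III by −31.2 points (Fisher exact test, adjusted p = 3.51e-31). Summits inside or downstream of the nearest gene made up 64.2% of Group I, 52.7% of Group II and 53.4% of Group III (Fisher exact tests against Group I, adjusted p = 6.85e-04 and 1.64e-04). With a fold enrichment of at least 3, the choice that moved these comparisons most, the TSS-proximal differences were −23.2 and −20.8 points. The inside or downstream differences then fell to 3.43 and 1.11 points and did not pass the threshold (Fisher exact tests, adjusted p = 0.656 and 0.804). In Group I, 23.8% of summits lay in coding exons, 14.4% in untranslated regions (UTRs) and 5.71% in introns, whereas UTRs held 23.9% of Group II and 27.0% of Group III summits.

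**Figure D3:**
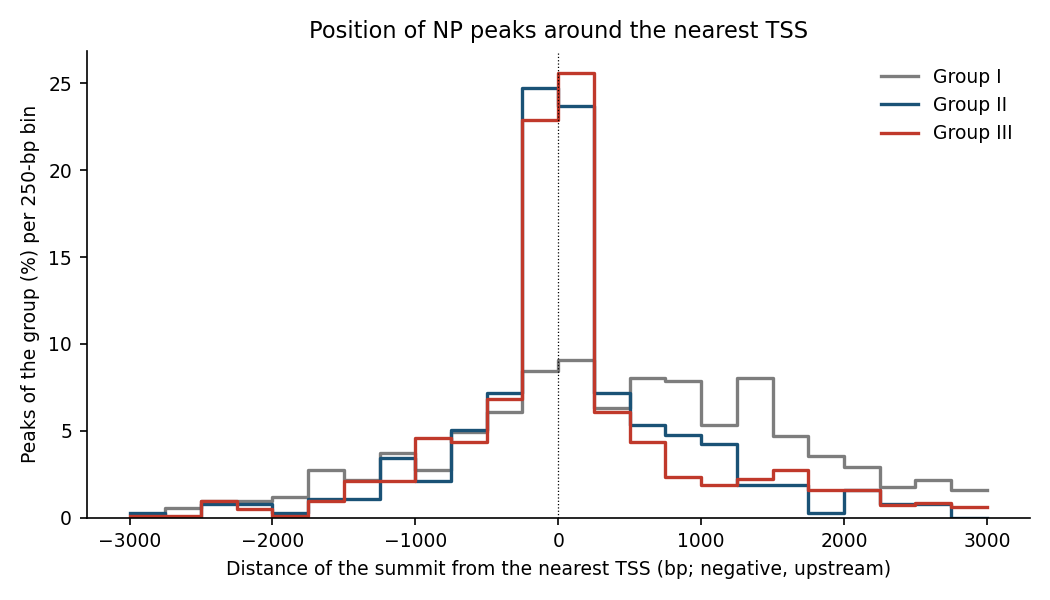
Distance of the peak summit from the nearest TSS (x axis, bp, negative upstream) against the share of the peaks of each group per bin of 250 bp (y axis, percent). Groups II and III rise at the TSS, where 48.4% and 48.7% of their peaks lie within 250 bp, whereas 17.5% of Group I peaks do.

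Motif matches at summits were compared with flanking windows to ask which sequences mark the bound regions. An HSE was found at 3.31% of NP NS summits (2.23% to 4.72%) against 0.249% of flanks, and at 5.17% of NP HS summits (3.97% to 6.59%) against 0.0449% (Fisher exact tests, adjusted p = 1.53e-09 and 1.52e-26). In the 35S lists the shares were 1.48% against 0.180% under NS and 1.12% against 0.171% under HS (Fisher exact tests, adjusted p = 4.25e-10 and 0.0109). Allowing 1 mismatch moved the NP HS result most, to an excess of 16.1 points over the flanks. In the 35S HS list the excess was lost with an HSE of 2 repeats (8.12% against 8.44%) and among its 39 peaks with a fold enrichment of at least 3, of which 0 held an HSE, a count that allows a share of up to 7.69%.

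The G-box was more frequent at summits in all 4 lists, at 7.19% against 0.933% for NP NS, 8.13% against 1.48% for NP HS, 11.1% against 1.21% for 35S NS and 6.33% against 2.47% for 35S HS (Fisher exact tests, adjusted p from 4.09e-78 to 7.77e-06). The UPRE, which overlaps the G-box core in part, was more frequent at summits for NP HS (2.29% against 0.314%) and 35S NS (1.68% against 0.283%), with adjusted p of 3.07e-07 and 7.96e-10 in Fisher exact tests. Against the flanks the STRE passed the threshold in the 2 35S lists, and the CArG box and the LEAFY site did so in 0 lists. In total, 12 of the 24 motif comparisons had an adjusted p of at most 0.05.

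**Figure D4:**
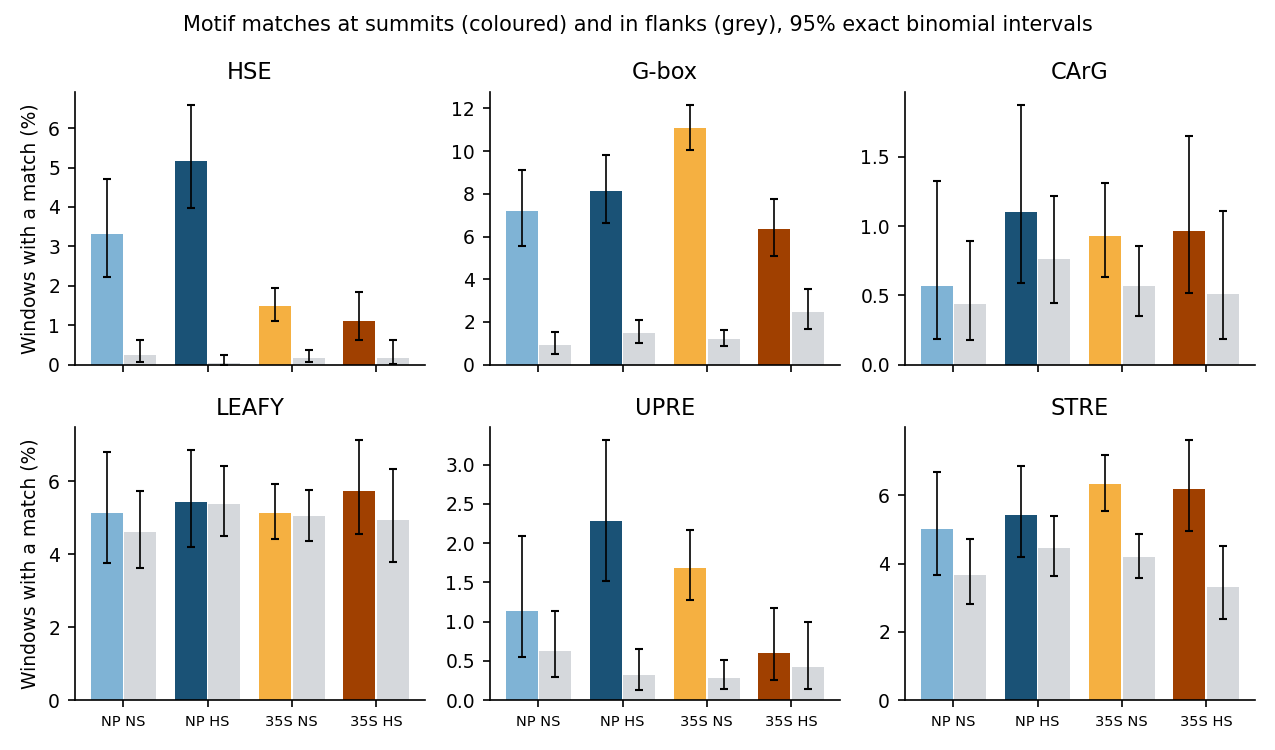
Share of 101-bp windows with a motif match (y axis, percent, a scale of its own in each panel) at peak summits (coloured) and in flanks 1000 bp away (grey) for the 4 lists (x axis), with exact binomial 95% intervals. The HSE and the G-box lie above the flanks in each list, with 5.17% against 0.0449% for the HSE in NP HS.

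The HSE share also differed between the groups of NP peaks. Of Group I summits, 2 of 508 held an HSE (0.394%, 0.0477% to 1.41%), compared with 25 of 376 in Group II (6.65%, 4.35% to 9.66%) and 36 of 805 in Group III (4.47%, 3.15% to 6.14%). Both differences from Group I passed the threshold (Fisher exact tests, adjusted p = 8.43e-08 and 3.91e-06).

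The strongest Group I peak (chromosome 5, 4176428 to 4176714, fold enrichment 7.81) had its summit in the UTR of PBS1 (AT5G13160), 72 bp from the TSS. It was followed by peaks nearest to ATCTH (AT2G25900), GLP4 (AT1G18970), OLI2 (AT5G55920) and NAC011 (AT1G32510), with fold enrichments from 6.37 down to 5.56, and the summit at ATCTH held a G-box. The strongest Group II peak (chromosome 4, 12555858 to 12556262, fold enrichment 28.6) lay 33 bp upstream of the TSS of SHD (AT4G24190) and held both a G-box and a UPRE within 50 bp of its summit. A UPRE was also present at the summit in the UTR of CNX1 (AT5G61790; chromosome 5, 24829574 to 24830043), with a fold enrichment of 22.7. The other Group II peaks among the 5 strongest were nearest to AT5G61970, THH1 (AT1G14530) and the long non-coding RNA gene AT1G07833. In Group III the strongest peak (chromosome 2, 14524282 to 14524639, fold enrichment 15.3) lay 144 bp upstream of the TSS of LHB1B1 (AT2G34430). It was followed by peaks nearest to AT1G68300, Hop3 (AT4G12400), AT1G27350 and CYP78A7 (AT5G09970). Among these 15 peaks only that at Hop3 (chromosome 4, 7340682 to 7341602, fold enrichment 13.7) held an HSE without a mismatch within 50 bp of the summit.

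Of the 17 loci chosen from the study, a main-set peak was present at 10 in NP NS, 12 in NP HS, 13 in 35S NS and 7 in 35S HS. In the NP lists, 8 loci had a peak under both conditions (HSFB2b, HSFA2, MBF1C, HSP101, HSP70-4, BZIP28, RVE7 and SZF1), 4 under HS alone (HSFB2a, HSFC1, HSP90.1 and ERF13), 2 under NS alone (HSFA1b and CRY1) and 3 in neither (APX2, GBF3 and RVE1). The study names GBF3 and RVE1 among the transcription factor genes that HSFA1b targets directly. It assigned binding to the closest features, whereas only peaks within the gene or 1 kb of it were counted here. Main-set peaks were present in all 4 lists at 3 loci (HSFB2b, HSFA2 and RVE7). At HSFA2 (AT2G26150; chromosome 2, 11135624 to 11137792) the promoter peak held an HSE at its summit under both conditions, with a fold enrichment of 7.92 under NS and 15.5 under HS. At the HSFA1b gene itself (AT5G16820; chromosome 5, 5530195 to 5532889) the NP NS list had 1 peak, 713 bp wide, at the TSS with a fold enrichment of 2.24. NP HS had no peak at the gene. In 35S NS, peaks covered 90.8% of the gene but their fold enrichment reached only 1.51, below the limit of the main set. In 35S HS, 3 peaks within the gene or 1 kb of it covered 6.60% of the gene, with fold enrichments up to 1.70.

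At HSP101 (AT1G74310; chromosome 1, 27936508 to 27940369, minus strand) the NP NS list had 1 peak in the 5′ UTR with a fold enrichment of 6.28. Under HS a peak over the same place reached 6.68 and was wider, at 1360 bp against 408 bp under NS. A further 3 weaker peaks (2.48, 2.63 and 2.79) lay along the gene towards and at its 3′ end. Together the deposited peaks covered 63.6% of the gene under HS, against 8.42% under NS. The covered share was also higher under HS at HSP70-4 (AT3G12580), with 54.7% under HS and 6.06% under NS. At HSP90.1 (AT5G52640) it was 91.9% under HS and 0% under NS. Of the 2 HS peaks at HSP90.1, the wider (2969 bp) had a fold enrichment of 1.91, below the limit of the main set. The study counted broad peaks over the bodies of highly transcribed genes as false positives, and such peaks were kept here. Transcription was not used, so that signal of that kind along these 3 genes cannot be told apart from binding. Of the 17 loci, 10 were covered more under HS and 4 less. Among the latter were SZF1 (49.1% under NS and 9.55% under HS) and CRY1 (9.18% and 0%). Any difference was counted, including small ones at HSFB2b (20.4% and 20.6%) and BZIP28 (15.1% and 14.9%).

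**Figure D5:**
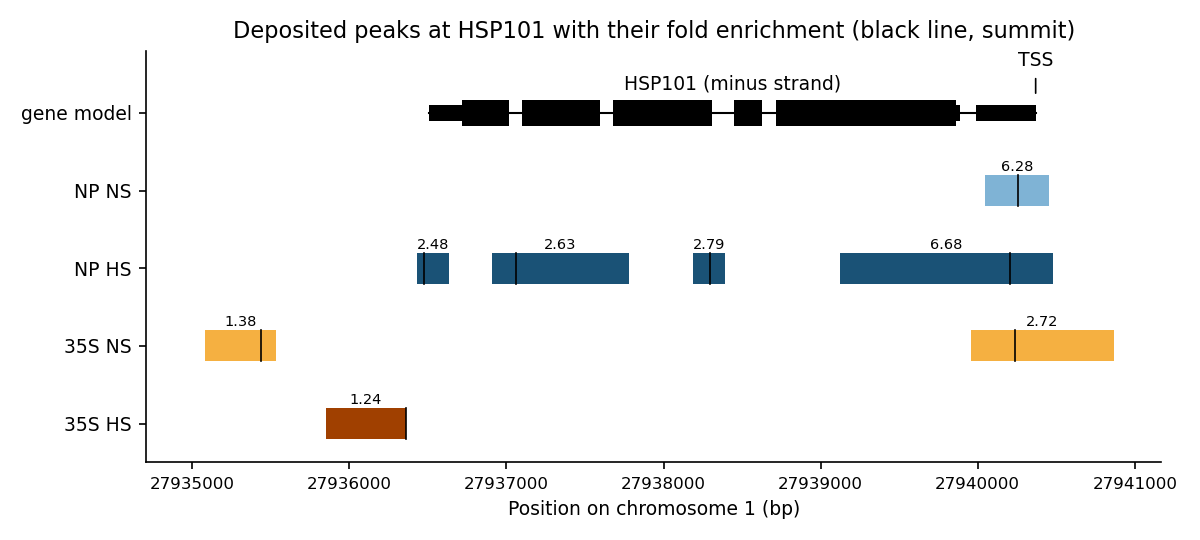
Map of HSP101 on chromosome 1 (x axis, bp), with coding exons as tall and UTRs as low black boxes, and the deposited peaks of the 4 lists as bars with their fold enrichment and a line at the summit. Peaks lie at the 5′ UTR in NP NS, NP HS and 35S NS, and 3 further peaks lie along the gene or at its 3′ end in NP HS.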

Values the study reported

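For the native-promoter line, the study reported 709 binding sites of HSFA1b under NS and 1083 under HS, at q ≤ 0.05 and a fold enrichment of at least 2. These sites were assigned to 1207 target genes. Fewer than 1% of the Group I sites were reported within 250 bp of a TSS. A much larger share was reported for Groups II and III. The share inside or downstream of genes was given as 54% for Group I and about 30% for Groups II and III.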

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

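The comparison of the NP pools by depth and the changes by summit pileup were set before the results were seen. The other tests in this part, on the mitochondrial peaks, on the 35S pools and on fold enrichment at shared peaks, were chosen only after the results were seen, and they are tests, not predictions.

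The number of main-set peaks moved in opposite directions between NS and HS in the 2 constructs, with a log2 ratio of 0.43 for the NP lists and −1.36 for the 35S lists. The sizes depend on the fold enrichment limit. With a limit of 3 the NP lists held 420 (NS) and 1095 (HS) peaks, in place of 876 and 1181. Each list is a single pooled call, so that the difference between the constructs was not tested. For the NP lists a deeper HS pool is argued against, since the HS treatment pool held 0.360 times the fragments of the NS pool and the HS control pool was smaller too. For the 35S lists the HS treatment pool held 0.689 times the fragments of the NS pool, close to the 0.675 for deposited peaks. Depth and condition cannot be told apart there, because there is 1 pool per condition and the shallower pool gave fewer peaks. A higher constant background under HS, from read pairs that map far apart, is argued against as the cause of the 35S loss. Per treatment fragment the background of 35S HS was 1.01 times that of 35S NS, and with the limit of the 35S NS list raised by that ratio 3200 of its 3444 peaks would remain, compared with 1342 in 35S HS. Heat stress itself, and the differences in tag and antibody between the constructs, stay open and untested.

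Fold enrichment at shared peaks also moved in opposite directions, with a median log2 change of 0.64 for the NP lists and −0.32 for the 35S lists. This difference was not tested, for the same reason. A peak at the lowest background of its list needed a fold enrichment of 2.83 in NP HS but 2.15 in NP NS, which could raise the NP change by excluding weak HS values. Among the 183 NP NS peaks with a fold enrichment of at least 4, 141 (77.0%) were called under HS, and with the uncalled peaks placed lowest the median log2 change was still 0.18. This argues against the calling limit as the whole cause of the NP rise, although the change was smaller than at all shared peaks. Pairing each HS peak with the strongest overlapping NS peak could lower the 35S change, since a wide peak overlaps several others. Paired from the NS side, the median 35S change was −0.20 (95% interval −0.23 to −0.17) and the median NP change 0.67, so that the choice of partner explains part of the size of the 35S fall but not its direction. By summit pileup relative to the number of fragments, which uses no background, the median change was −0.30 for 35S and 0.29 for NP, so that the division by the background is not the cause of the opposite signs. An effect of heat on HSFA1b binding, and differences between the pools of another kind, stay open and untested.

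The NP NS list held 17 peaks on the mitochondrial genome, and the other 3 lists held 0. They stand out as a signal above the control libraries outside the chromosomes. Their fold enrichment ran from 1.53 to 2.24, and 2 of the 17 reached 2. The background at their summits had a median of 52.3, against 13.0 at nuclear peaks of the list. More organelle DNA in the treatment pool than in the control pool is a candidate explanation. The peaks covered 3.25% of the span between the first and the last of them, which is less than a uniform excess would give. A small excess that passes the calling limit only where coverage is highest would look the same, so that the explanation stays open without the coverage between the peaks, which was not used here. No biological explanation was tested.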

How the results depend on the processing

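The shifts of 20 to 200 kb and the overlaps without wide peaks were chosen only after the data were seen and are tests, not predictions. In all, 144 alternatives were computed for 22 results.

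All 66 alternatives for the 6 overlap shares stayed above random placement with a permutation p of at most 0.01, although the shares themselves ranged widely, from 31.3% to 57.9% for NP NS peaks also called under HS, from 22.6% to 40.2% for NP HS peaks also called under NS, from 7.42% to 85.3% for NP NS peaks in 35S NS, from 2.83% to 58.4% for NP HS peaks in 35S HS, from 8.75% to 74.0% for 35S NS peaks also called under HS and from 27.6% to 96.1% for 35S HS peaks also called under NS. The 10 alternatives for the HSE shares of the groups, and the 12 for their TSS-proximal shares, kept their direction and passed the threshold.

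The numbers of peaks in the 35S lists depended on the filter. Without a fold enrichment limit they were 18391 (NS) and 12349 (HS) in place of 3444 and 1342, with a limit of 3 they were 263 and 39, and without peaks wider than 1000 bp they were 1181 and 361. Of the NP lists, NP NS fell from 876 to 420 with a limit of 3, whereas NP HS stayed between 1031 and 1219 under its 5 alternatives. The higher numbers without a limit follow from the filter, since 82.1% and 89.4% of the 35S peaks had a fold enrichment below 2. So do the falls with a limit of 3, since the main-set medians were 2.29 (35S NS), 2.19 (35S HS) and 2.95 (NP NS). Peaks wider than 1000 bp made up 65.7% and 73.1% of the 35S NS and 35S HS main sets.

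With a fold enrichment of at least 3, the inside or downstream share of Group I exceeded that of Group II by 3.43 points and that of Group III by 1.11 points and no longer passed the threshold. The matched comparison among the other observations bears on the cause. The other 8 alternatives for these shares kept the call, with differences from 9.26 to 14.3 points.

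The same limit left the HSE excess of 35S NS summits at 2.66 points without passing the threshold (263 peaks, fewer windows tested), and that of 35S HS at 0.000 (39 peaks). With an HSE of 2 repeats the 35S HS difference was reversed at −0.318 points. The cause was not tested. The other 17 alternatives for the 4 lists kept direction and call.

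The median log2 change at shared NP peaks was 0.29 by summit pileup relative to the number of fragments in place of 0.64. At shared 35S peaks it was −0.30 by pileup, −0.28 with summits within 100 bp and −0.25 without a fold enrichment limit, in place of −0.32. Their signs held, and the cause of the smaller sizes was not tested.

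No paired analysis was possible because each list is a single call on pooled libraries, and for the same reason no replicate could be left out or put in a block. The NP HS pool was the smallest, with 2438702 treatment fragments. At its lowest background, where 51.6% of its peaks lay, the lowest pileup called gives a fold enrichment of 2.83.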

Other observations

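The tests of the HSFA1b gene, of 35S depth, of HSE shares outside the NP peaks and of Group I matched on fold enrichment were set before the results were seen. All others in this part, on the background at HSFA1b, the chromosome profile, shared controls, regional signal, gene bodies, matching on q and promoter composition, were chosen only after the results were seen and are tests, not predictions. The windows used for promoter composition were set before, but for the HSE alone.

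The 35S peaks followed the shape of the chromosomes. Across the 99 bins of 1 Mb in the arms, the share covered by 35S NS peaks rose with the product of the distances to the 2 chromosome ends (Spearman rho 0.938, and 0.920 for 35S HS), whereas rho was −0.105 for NP NS and −0.257 for NP HS. Neighbouring bins are not independent, so that no p-value is given. The 5 chromosomes were covered in the order of their lengths in both 35S lists (exact permutation p = 0.00833, one-sided, n = 5, the smallest that 5 chromosomes allow). Gene density is argued against, since rho with the number of protein-coding genes was −0.194. Chromatin around the centromere would make the covered share fall with the distance from the pericentromere. Over all arms rho with that distance was −0.304 for 35S NS and −0.346 for 35S HS, which goes with it, but centromeres near the middle of a chromosome cannot be told apart from the middle itself. On chromosomes 2 and 4, whose centromeres lie off the middle, the share did not fall with the distance (rho 0.267 and 0.576 for 35S NS). On chromosome 2 it was highest between 9000001 and 10000000 bp (27.5%), compared with 0.494% and 7.95% in the bins at the 2 edges of the pericentromere. This argues against the centromere as the whole cause. A candidate explanation is that read pairs whose mates map far apart on the same chromosome were counted as fragments that span the whole interval, because coverage by such spans is highest in the middle of a chromosome and higher on longer ones. In keeping with this, the constant background that applied at 98.2% of 35S NS and 96.1% of 35S HS peaks was 2.97 and 2.70 times the value that the number and size of the fragments give, against 0.897 and 1.00 for NP NS and NP HS. Chromosome 4 goes less clearly with this explanation. Its rho with the product was 0.553 for 35S NS and 0.462 for 35S HS, compared with 0.576 and 0.518 for the distance from the pericentromere. Its 35S NS share was highest between 9000001 and 10000000 bp (15.4%), but its 35S HS share between 13000001 and 14000000 bp (4.26%). On the other chromosomes rho with the product ran from 0.794 to 0.985 for 35S NS. The reads would be needed to test the explanation directly. If it holds, it could affect the width, position and fold enrichment of 35S peaks, which was not tested.

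In the main sets the 35S lists held 3.93 times as many peaks as the NP lists under NS and 1.14 times as many under HS. The order depended on the filter. With a fold enrichment of at least 3 the NP lists held more, 420 against 263 under NS and 1095 against 39 under HS. Without peaks wider than 1000 bp, NP HS held more than 35S HS (1144 against 361), but NP NS fewer than 35S NS (796 against 1181). The treatment pools held 2.89 and 5.53 times as many fragments. Depth does not track the peak numbers across the 2 conditions, but it cannot be told apart from promoter, tag and antibody, which all differ between the constructs. A weak signal of open promoters without sequence-specific binding may account for many of the added peaks. Among 35S NS peaks that overlapped no NP peak, 0.597% (16 of 2682) held an HSE, against 0.129% of windows at the same distance from the TSS of random genes (Fisher exact test, adjusted p = 0.00176), which argues against that signal as the only source. The share was nevertheless far below the 4.59% of 35S NS peaks that overlapped an NP peak. For 35S HS peaks outside the NP peaks it was 0.102% (1 of 985) against 0.182%, with no excess detectable, and it was 3.92% for those that overlapped an NP peak.

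By 1 bp of overlap, 84.0% of 35S HS peaks were also called under NS, compared with 27.6% by overlap of 50% of both intervals and 36.3% with summits within 100 bp. Shared control libraries could produce such overlap where a chance dip in local control coverage lifts both lists. Of the 1272 HS peaks at the constant background, 83.4% overlapped an NS peak that was itself at the constant background, and of the 70 others 68.6% overlapped an NS peak. Nearly all peaks lay at the constant background, and a dip would place a peak there too, so that these shares do not decide and the explanation stays open. Regional signal that both lists share is argued against as the whole cause. Random shifts of 20 to 200 kb left a mean of 53.2% of the HS peaks overlapping, compared with 43.8% for placements across the chromosome, whereas from the NS side the mean fell to 15.3%, compared with 19.4%. Whether such signal may account for part of the overlap therefore stays open.

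Group I peaks had fewer TSS-proximal summits and fewer HSEs than Group III peaks, and their fold enrichment was also lower. Group I values come from the NP NS pool and Group III values from the NP HS pool, whose main-set medians were 2.95 and 4.56. Fold enrichment is therefore not a like measure of strength in the 2 groups. When 237 Group I peaks were each matched with a Group III peak within 0.1 log2 units of fold enrichment, the TSS-proximal difference shrank from −31.2 to −11.0 points (Fisher exact test, adjusted p = 0.0176), and ranged from −13.9 to −8.75 over 100 orders of matching. The HSE difference was −3.38 points (adjusted p = 0.0269 in a Fisher exact test), with an unadjusted p of at most 0.05 in 89 of the 100 orders. With 1 mismatch allowed it was −5.06 points and did not pass the threshold (Fisher exact test, p = 0.0488 unadjusted and 0.0558 adjusted). These tests did not use the pairing. Their p-values were adjusted together over the comparisons matched on fold enrichment and on −log10 q. Weak peaks near the calling threshold are thus argued against as the whole cause of the TSS-proximal difference, though they may explain much of it, and for the HSE difference this comparison leaves them open. The inside or downstream difference was 0.844 points after matching (Fisher exact test, adjusted p = 0.926), as it would be if that difference came from weak peaks alone. Matched on −log10 q, which puts 500 pairs at the same distance from the calling threshold, the TSS-proximal difference was −27.0 points, the HSE difference −3.20 points (−11.2 with 1 mismatch), and the inside or downstream shares were 63.8% for Group I and 53.8% for Group III. The 2 ways of matching therefore leave open how much of the position and HSE share of Group I reflects peak strength. Signal that gives peaks over 50% or more of the length of a gene is argued against as the whole cause. Without peaks at such genes (76 of the 508 Group I peaks) the TSS-proximal difference from Group III was −30.2 points. The inside or downstream difference fell from 10.8 to 7.26 points and still passed the threshold (Fisher exact test, adjusted p = 0.0171). Such signal may thus account for part of it. Signal called over a smaller part of a gene body passes this filter and stays open. Transcription of the genes was not used. A class of sites bound under NS alone, away from promoters and without HSEs, stays open as a biological explanation. Background signal of another kind stays open too. Some Group I peaks may also be bound under HS without being called. In keeping with this, 42.0% of all NP NS peaks were called under HS, but 77.0% of those with a fold enrichment of at least 4. Such a rise would also appear if weaker NS peaks were less often bound under HS, so that this stays open. At the lowest background of its list a peak needed a fold enrichment of 2.83 in NP HS, above the Group I median of 2.75.

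The excess of G-box and UPRE matches at NP HS summits may reflect the composition of promoters. In windows at the same distance from the TSS of random genes, 0.642% held a UPRE and 1.24% a G-box, against 2.29% and 8.13% at summits (Fisher exact tests, adjusted p of at most 0.05 for both), which argues against promoter composition as the cause. The STRE excess in 35S HS, in contrast, did not pass the threshold against such windows (6.18% against 4.90%, Fisher exact test, adjusted p = 0.173). Promoter composition stays open there. In 35S NS the STRE excess did pass against such windows (6.33% against 4.64%, Fisher exact test, adjusted p = 0.00190). Other factors that bind the G-box at the same promoters were not tested.

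The HSFA1b gene carries extra copies in the transgenic plants, which could give peaks that do not reflect binding. In the NP lists a single peak at the TSS (fold enrichment 2.24, NS alone) was called. The background at its summit was 22.7, and the 49 NP NS peaks with a background within 10% of that had fold enrichments from 1.77 upwards. A smaller gain of copies may thus have given no peak there. Neither the number of copies nor the background along the rest of the gene is known. The explanation can therefore not be told apart from weak binding. The 35S lists, in which peaks covered 90.8% of the gene under NS and 6.60% under HS, were not used for this test.

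The TSS-proximal share of Group I here was 17.5%. That is higher than the value quoted from the study above. The inside or downstream shares of Groups II and III here were 52.7% and 53.4%. They are higher than the value quoted from the study above. The Group I share here was 64.2%. It is higher too, by a smaller ratio. The groups compared are unlike sets of peaks. The study formed its groups by clustering of the signal and removed broad peaks over highly transcribed genes, which were kept here. Its tool for assigning positions also differed. These differences are therefore no test of the values of the study.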
